A study of Homo sapiens
Mus musculus and Homo sapiens with 27 samples.

How the data were processed

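The series holds polyadenylated RNA of 27 samples of human lung fibroblasts, alone, in co-culture with mouse embryonic stem cells, or fused with them, with or without dnAP-1. RNA was purified with RNeasy columns and libraries were made with the TruSeq V2 kit. The authors' processing notes name STAR, RSEM and the genome builds GRCh38 (hg38) and GRCm38 (mm10), and their versions, parameters and order are not given in the sources used here. The deposited table gives TPM (transcripts scaled to a common library total) of human genes, rounded to 1 decimal, with 1 column per sample. Its 57192 lines held 57096 human gene symbols, each matched to GENCODE release 29, and 96 ERCC control transcripts that were at 0 in each library and were left out. Each column summed to between 999849.2 and 999996.3. None of the 37 mitochondrial genes was listed, so the list of mitochondrially encoded genes had 0 of 13 members to test. Mouse gene expression was not analysed here. Sequencing depth is unknown, since TPM hold no counts, and no counting interval is given. The labels give conflicting doses of doxycycline, and no dose is used here.

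Each library was rescaled to a total of 1000000 over human genes. Genes with at least 1 TPM in at least 2 libraries were kept, which left 20523. The log2(TPM + 1) values were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit, and eBayes with a trend and robust estimation), as 1 mean per group over all 10 groups. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each of 14 comparisons at a threshold of 0.05. The comparisons were co-culture against fibroblasts, heterokaryons at 3, 16 and 48 h against co-culture, 48 h against 16 h, dnAP-1 against control in co-culture and at each time, the mean of the latter over times, and 4 differences between dnAP-1 effects. The homokaryon, with 1 library, was compared by values alone, with each list's median difference placed among those of 10000 random lists of the same size. Overlaps between called genes were tested with Fisher's exact test, with the tested genes as background.

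There were 23 gene lists, written from textbook knowledge, of which 22 had at least 5 tested members. They covered pluripotency, genes abundant in naive mouse stem cells, fibroblast identity, contractile and TGF-beta genes, the AP-1 family, textbook AP-1 targets, immediate early, inflammatory NF-kB and interferon response genes, cell cycle, cholesterol synthesis, glycolysis and hypoxia, heat shock, unfolded protein and integrated stress response, p53 targets, epithelial, germ layer, endothelial and blood genes, the NuRD complex, DNA methylation and demethylation, ribosomal proteins and the mitochondrially encoded genes. Some genes stand in more than 1 list. Lists were tested with camera at a preset correlation of 0.01 and adjusted over the 22 lists of a comparison. Camera with an estimated correlation and fry, which tests a list against no change and not against other genes, were alternatives. Counts of list members called are given over all tested genes and adjusted over the list alone.

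Named genes were taken by a rule. It took, per comparison, the 10 largest increases and the 10 largest decreases among called genes whose libraries did not overlap between groups (for the mean over times, of 1 sign at each time) and whose mean was at least 5 TPM in the higher group, without clone or pseudogene symbols. It added up to 4 members of each list with the smallest adjusted p, and a fixed set of pluripotency, AP-1 and fibroblast genes such as POU5F1, NANOG, SOX2, LIN28A, FOSL1, MBD3, THY1 and MMP1. The text names some of these, not all, and which of them and which comparisons of a list it gives was chosen after their values were seen. In sentences on counts of list members, further members are named to say which genes a small count holds, and these were chosen after their values were seen. Groups, comparisons, tests, lists, the rule and the alternative settings, except those named below as added, were fixed before the data were examined.

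The alternative settings were pseudocounts of 0.1 and 5, no filter, a filter at 5 TPM, values as deposited, median-of-ratios scaling over 8949 genes, quantile normalisation, limma array weights, eBayes without trend and robust estimation, a fit of the compared groups alone, the replicate number of the labels as a block, and each replicate left out in turn. Where that left 1 library in a group, the fit takes that library to vary like the other groups. Added after seeing the data were the removal of 13 ribosomal RNA rows before scaling, a correction of each library for the GC content of genes, the removal of the 4 libraries with over 10 abundant genes at 0, and the leaving out of replicates for the list tests. The steps were tested on simulated data with genes shifted 2-, 4- and 8-fold at these group sizes. Outside the differences of effects, 71.2 to 98.5% of genes shifted 8-fold and 4.5 to 53.7% of those shifted 2-fold were called, and in the differences of effects 53 to 68.2% and 0 to 4.5%. Camera called 0 unshifted lists, but correlation was not tested.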

Results

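The data were gene expression values from 27 RNA sequencing libraries of human lung fibroblasts, of which 15 were controls and 12 carried dnAP-1, a dominant negative form of AP-1. AP-1 is a family of transcription factors formed by pairs of FOS, JUN, ATF and MAF proteins. Per the labels, the fibroblasts were fused with mouse embryonic stem cells into heterokaryons, in which human and mouse nuclei share a cytoplasm, and fused cells were sorted 3, 16 and 48 h later. The controls were 4 libraries of fibroblasts alone, 1 of a homokaryon (fibroblasts fused with one another), 2 of fibroblasts sorted from a co-culture with unfused stem cells, and 2, 3 and 3 of heterokaryons at 3, 16 and 48 h. The dnAP-1 libraries were 3 of co-cultured fibroblasts and 3 of heterokaryons at each time. Doxycycline, which switches dnAP-1 on, is given in the labels for dnAP-1 samples alone, so each comparison with dnAP-1 holds the construct and the drug together. Whether the controls carried a construct or received the drug is not given in the sources used here.

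The values were TPM of human genes, a unit scaled to the same total in each library. The sequencing depth is unknown because the table holds no counts. Each library listed 12257 to 15966 genes at 1 TPM or more. Of 5776 genes with a median above 20 TPM, 37 were listed at 0 in 16 h dnAP-1 library 3, 25 in 48 h dnAP-1 library 1, 18 in 48 h dnAP-1 library 3 and 12 in 3 h control library 1. Rows of ribosomal RNA type took 0.12 to 18.87% of TPM, most in 16 h control library 1. The 2 co-culture controls had a Spearman correlation across genes of 0.872, and each contrast against co-culture rests on them. The mean correlation was 0.867 within dnAP-1 at 16 h and 0.851 within dnAP-1 at 48 h. Nothing in the labels says that replicates came from separate cultures, so the p-values measure the spread between these libraries. How human and mouse reads were told apart is not given in the sources used here.

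A change is a difference of group means on the log2(TPM + 1) scale, with its standard error, from 1 limma fit over all 10 groups, and its adjusted p covers the 20523 tested genes of that comparison. List tests are camera tests with p-values adjusted over 22 lists. Of 109 list calls in 14 comparisons, 12 held with an estimated correlation: AP-1 family, immediate early, textbook AP-1 targets and naive stem cell genes at 3 h, p53 targets and epithelial genes at 16 h, these and pluripotency and germ layer genes at 48 h, and p53 targets in co-culture and immediate early genes at 3 h with dnAP-1. Many gene calls rest on the spread of all 27 libraries. When only the compared groups entered the fit, limma called 0 genes for co-culture against fibroblasts, for 3 h against co-culture and for dnAP-1 at 3 h (1679, 1391 and 1838 at an unadjusted p under 0.05). It called 8 at 16 h and 467 at 48 h against co-culture, 4004 at 48 h against 16 h, and 1, 1 and 2617 with dnAP-1 in co-culture and at 16 and 48 h. Reads of POU5F1, NANOG, KRT8, KRT18, GAPDH and the ribosomal protein genes can be shared with near-identical copies elsewhere in the genome, and SOX2 lies within the transcribed span of SOX2-OT, so their levels are less certain. Median-of-ratios scaling moved the median change of all tested genes by over 0.1 wherever 48 h libraries were compared. The median was 0.45 at 48 h against co-culture, 0.36 at 48 h against 16 h, -0.34 with dnAP-1 at 48 h and -0.11 for the mean dnAP-1 effect on the TPM scale, and 0.16, 0.06, -0.05 and -0.01 with median-of-ratios scaling. The dnAP-1 effect at 48 h differed from that in co-culture by a median of -0.36 and from that at 16 h by -0.34, and by -0.02 and 0 with median-of-ratios scaling. A GC correction did so for 2 others, from -0.09 to 0.02 for co-culture against fibroblasts and from 0.10 to 0 for 16 h against co-culture.

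Positions are in GRCh38 with gene identifiers of GENCODE release 29. The pluripotency factor genes are SOX2 (ENSG00000181449.3, chromosome 3, 181711924 to 181714436, plus strand), POU5F1 (ENSG00000204531.17, chromosome 6, 31164337 to 31180731, minus strand), NANOG (ENSG00000111704.10, chromosome 12, 7787794 to 7799141, plus strand) and LIN28A (ENSG00000131914.10, chromosome 1, 26410778 to 26429722, plus strand). GDF15 is a stress gene (ENSG00000130513.6, chromosome 19, 18374731 to 18389176, plus strand). H19 (ENSG00000130600.18, chromosome 11, 1995176 to 2001470, minus strand) is annotated as a processed transcript without a protein product.

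Co-culture against fibroblasts alone asked what culture beside stem cells did to fibroblasts without fusion (2 against 4 libraries). STC1, which codes for the secreted glycoprotein stanniocalcin, rose by 3.77 ± 0.62, from 41.2 to 406 TPM (adjusted p = 0.00647). PFKFB4, a regulator of glycolysis, rose by 2.46 ± 0.35 (adjusted p = 0.00225). LMOD1, an actin filament gene of smooth muscle, fell by 3.28 ± 0.55 (adjusted p = 0.00742), and LBH, a transcription cofactor gene, fell by 2.64 ± 0.43 (adjusted p = 0.00633). Of 25 glycolysis and hypoxia genes, limma called 0, with 12 higher and 1 lower at an unadjusted p under 0.05, and 7 rose and 1 fell adjusted over the list alone. The list was higher as a whole, with a median of 0.91 (adjusted p = 5.47e-12, adjusted p = 0.26 with an estimated correlation). Of 23 contractile and TGF-beta genes 2 fell, LMOD1 and FBLN5, and 8 fell adjusted over the list alone (list adjusted p = 0.00017, adjusted p = 0.26 with an estimated correlation). Of 18 AP-1 family genes 1 fell, JDP2, which codes for a partner of JUN, and 3 fell adjusted over the list alone (list adjusted p = 0.0126, adjusted p = 0.313 with an estimated correlation). Of 24 cholesterol synthesis genes 1 fell, DHCR7, the last enzyme of the pathway, and 4 fell adjusted over the list alone (list adjusted p = 2.96e-05, adjusted p = 0.313 with an estimated correlation, 0.0538 with fry). In all, 26 genes rose and 70 fell, with 29 and 48 under median-of-ratios scaling and 26 and 42 under quantile scaling. Leaving out 1 library gave 16 higher and 4 lower without co-culture control 2, where the balance turned, and 504 and 1701 without co-culture control 1. Without co-culture control 2 the calls of STC1 (adjusted p = 0.144), LMOD1 (0.0945), LBH (0.164), FBLN5 (0.717), JDP2 (0.826), DHCR7 (0.922) and the glycolysis list (0.617) were lost. Without co-culture control 1 that of the AP-1 family list was lost (0.0811). Leaving out a fibroblast library ended calls of JDP2 (0.0817 without 1, 0.109 without 2 and 0.0969 without 3), FBLN5 (0.0671 without 3) and DHCR7 (0.103 without 3 and 0.0751 without 4). Array weights left 1 call and the compared groups alone ended all named gene calls (0.586 each). A replicate block ended those of JDP2, FBLN5 and DHCR7 (0.079, 0.0516 and 0.105). JDP2 and DHCR7 were lost with median-of-ratios scaling (0.0563 and 0.0512) or no filter (0.0891 and 0.0827), and JDP2 with quantile scaling (0.0547) or a pseudocount of 5 (0.0548).

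Heterokaryons at 3 h against co-culture asked what fusion changed first (2 against 2 libraries). RRAD, a small GTPase gene, rose by 5.42 ± 0.40, from 3.65 to 193 TPM (adjusted p = 5.89e-08). Some genes of AP-1 itself rose: FOSB by 4.73 ± 0.88 (adjusted p = 0.0091), JUND by 3.78 ± 0.63 (adjusted p = 0.00508), ATF3 by 3.48 ± 0.75 (adjusted p = 0.0286) and JUN by 2.10 ± 0.48 (adjusted p = 0.04). In the AP-1 family list 6 of 18 genes rose, 8 adjusted over the list alone (median 1.47, list adjusted p = 3.22e-09, adjusted p = 0.00757 with an estimated correlation). Of 24 immediate early genes, which cells switch on within minutes of a stimulus, 8 rose, 13 adjusted over the list alone (median 1.90, list adjusted p = 6.6e-14, adjusted p = 0.00951 with an estimated correlation). Of 29 textbook AP-1 targets 1 rose, the cytokine gene IL11 by 3.08 ± 0.56 (adjusted p = 0.00869), while adjusted over the list alone 10 rose and 1 fell (median 1.17, list adjusted p = 1.67e-06, adjusted p = 0.0489 with an estimated correlation). FOSL1, a FOS relative, was at 1180 and 1116 TPM against 380 and 227 and did not pass (adjusted p = 0.0597, and 0.0175 without co-culture control 1).

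Some genes of stress responses rose at 3 h as well. GDF15, a cytokine gene, rose by 3.25 ± 0.48 (adjusted p = 0.00255), GADD45A, a DNA damage response gene, by 2.58 ± 0.36 (adjusted p = 0.00124), and HERPUD1, of the unfolded protein response, by 2.89 ± 0.44 (adjusted p = 0.00277). Of 23 p53 targets 5 rose, and adjusted over the list alone 7 rose and 1 fell (list adjusted p = 0.000818, adjusted p = 0.0907 with an estimated correlation). Of 24 unfolded protein and integrated stress response genes 2 rose, 6 adjusted over the list alone (list adjusted p = 9.51e-06, adjusted p = 0.0907 with an estimated correlation). Of 24 inflammatory NF-kB genes 2 rose, NFKBIA and RELB, and 11 adjusted over the list alone (list adjusted p = 4.6e-09, adjusted p = 0.217 with an estimated correlation, 0.0765 with fry). Of 20 heat shock genes limma called 0, with 4 higher and 5 lower at an unadjusted p under 0.05, and adjusted over the list alone 3 rose and 2 fell (list adjusted p = 0.877). MAT2B, a subunit gene of methionine adenosyltransferase, fell by 3.46 ± 0.47 (adjusted p = 0.00124). SOX2 was listed at 0 in both co-culture controls and at 3.4 and 8 TPM at 3 h (adjusted p = 0.00895), the only one of 25 pluripotency genes to rise, with the list at adjusted p = 0.319 (0.039 without co-culture control 2). Of 21 genes abundant in naive mouse stem cells 1 rose, again SOX2, and 2 adjusted over the list alone (list adjusted p = 0.00762, adjusted p = 0.0489 with an estimated correlation).

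At 3 h 110 genes rose and 87 fell, with 188 and 73 after quantile scaling and 67 and 17 after the GC correction. Array weights gave 1 call, and the fit of the compared groups alone ended each call named for 3 h (RRAD adjusted p = 0.718). Without co-culture control 2 10 were higher and 15 lower, where the balance turned, and without co-culture control 1 there were 1392 and 741. Without co-culture control 2 the calls of FOSB (adjusted p = 0.203), JUND (0.101), ATF3 (0.127), JUN (0.347), IL11 (0.181), NFKBIA (0.154), RELB (0.0923) and SOX2 (0.0885) were lost. The call of JUN was also lost without 3 h control 1 (0.297), as was that of IL11 (0.0575), and that of ATF3 without 3 h control 2 (0.112). Without the 4 libraries that listed abundant genes at 0, JUN (0.186) and IL11 (0.0706) were lost. The p53 list was lost without co-culture control 1 (0.616), and the naive list without co-culture control 1 (0.326) or 3 h control 2 (0.068).

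Heterokaryons at 16 h against co-culture asked how far the fibroblast nuclei had moved by then (3 against 2 libraries). DHRS2, a short-chain dehydrogenase gene, rose by 7.69 ± 0.58 (adjusted p = 3.38e-08), and SFN, the p53-induced 14-3-3 sigma gene, by 6.05 ± 0.46 (adjusted p = 3.38e-08). H19, an imprinted noncoding RNA of fetal tissue, was listed at 0 in both co-culture controls and at 79.7, 63.3 and 24.5 TPM at 16 h (adjusted p = 2.11e-07). Of 25 pluripotency genes 7 rose, 8 adjusted over the list alone, among them POU5F1, which codes for OCT4, by 3.28 ± 0.50 (0.4 to 13.9 TPM, adjusted p = 0.000312) and DPPA4, a chromatin factor of early embryos, by 2.91 ± 0.64 (adjusted p = 0.00795). SOX2 stood at 4.9, 1.2 and 5.2 TPM (adjusted p = 0.00554). The list had a median of 0.45 (adjusted p = 5.99e-05, adjusted p = 0.0571 with an estimated correlation). Of 24 epithelial genes 10 rose, 12 adjusted over the list alone, such as the keratin gene KRT19 by 4.54 ± 0.57 (adjusted p = 2.69e-05) and KRT18 by 3.29 ± 0.56 (adjusted p = 0.000859). The epithelial list had an adjusted p of 5.55e-08, and adjusted p = 0.0174 with an estimated correlation. Of 23 p53 targets 9 rose, 14 adjusted over the list alone, with GDF15 up by 5.04 ± 0.43 (adjusted p = 1.86e-07) and BTG2, an antiproliferative gene, by 4.25 ± 0.45 (adjusted p = 4.12e-06). The p53 list had an adjusted p of 2.2e-11, and adjusted p = 0.0038 with an estimated correlation.

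Some interferon and fibroblast genes changed at 16 h too. Of 18 AP-1 family genes 4 rose, and adjusted over the list alone 4 rose and 2 fell, with ATF3 up by 3.86 ± 0.68 (adjusted p = 0.00123) and JUND by 2.98 ± 0.58 (adjusted p = 0.00272, list adjusted p = 0.025, adjusted p = 0.29 with an estimated correlation). Of 24 immediate early genes 5 rose, 8 adjusted over the list alone (list adjusted p = 0.00275, adjusted p = 0.29 with an estimated correlation). Of 26 interferon response genes 4 rose, 10 adjusted over the list alone, with ISG15, a ubiquitin-like antiviral protein gene, up by 4.25 ± 0.66 (adjusted p = 0.000366, list adjusted p = 1.95e-05, adjusted p = 0.364 with an estimated correlation, 0.055 with fry). Its level at 16 h ranged over 221, 689 and 2563 TPM. Of 30 fibroblast identity genes 3 fell and 1 rose, and adjusted over the list alone 4 fell and 1 rose (list adjusted p = 0.0153, adjusted p = 0.364 with an estimated correlation, 0.173 with fry). The mesenchymal transcription factor genes ZEB1 and PRRX1 were lower, at -2.53 ± 0.70 (adjusted p = 0.0329) and -2.68 ± 0.77 (adjusted p = 0.041). TGFBR2, a TGF-beta receptor gene, fell by 2.56 ± 0.41 (adjusted p = 0.000442). RGS4, a regulator of G protein signalling, fell by 4.67 ± 0.96 (adjusted p = 0.00441). In all 771 genes rose and 393 fell, with 571 and 474 after a GC correction. There were 430 calls without co-culture control 2 and 2641 without co-culture control 1. Lost without co-culture control 2 were the calls of SOX2 (adjusted p = 0.0542), DPPA4 (0.101), KRT18 (0.0573), JUND (0.0797), ZEB1 (0.303) and the AP-1 family list (0.0771). Lost without co-culture control 1 were those of PRRX1 (0.297) and of the pluripotency (0.0577), interferon (0.0577), AP-1 family (0.0577), immediate early (0.0779) and fibroblast identity (0.154) lists. The AP-1 family (0.0567) and fibroblast identity (0.0861) lists were also lost without 16 h control 3. The compared groups alone called only DHRS2, SFN and GDF15 of the genes named for 16 h. ZEB1 and PRRX1 were also lost with array weights (0.124 and 0.253), no filter (0.0735 and 0.0805) or a replicate block (0.0549 and 0.0701), and PRRX1 with a pseudocount of 0.1 (0.124) or no ribosomal RNA rows (0.0512). ZEB1 was lost without 16 h control 1 (0.0546), 2 (0.112) or 3 (0.0719), and PRRX1 without 2 (0.0965) or 3 (0.144).

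Heterokaryons at 48 h against co-culture asked what differed at the longest time after fusion (3 against 2 libraries). Of 25 pluripotency genes 16 rose, 19 adjusted over the list alone (median 2.20, list adjusted p = 1.97e-10, adjusted p = 0.00277 with an estimated correlation). POU5F1 rose by 5.12 ± 0.50 to 47.1 TPM (adjusted p = 5.2e-07), LIN28A, an RNA-binding protein gene of stem cells, by 4.93 ± 0.43 to 31.5 TPM (adjusted p = 9.45e-08) and ZFP42, also called REX1, by 3.46 ± 0.50 (adjusted p = 6.33e-05). NANOG rose by 2.13 ± 0.54 (adjusted p = 0.0103) to 8.5, 7.2 and 0.4 TPM. SALL4, another pluripotency factor gene, stood at 5.4, 3.9 and 3.5 TPM (adjusted p = 2.5e-05), and CDH1, which codes for E-cadherin, at 4.8, 3.6 and 6.4 TPM (adjusted p = 6.19e-05), both listed at 0 in the co-culture controls. Of 24 epithelial genes 17 rose, 20 adjusted over the list alone, KRT19 by 7.37 ± 0.57 (adjusted p = 1.54e-08) and KRT8 by 6.12 ± 0.45 (adjusted p = 7.93e-09). The epithelial list had an adjusted p of 4.48e-11, and adjusted p = 0.00277 with an estimated correlation. Of 23 p53 targets 15 rose, 19 adjusted over the list alone, GDF15 by 5.31 ± 0.43 (adjusted p = 2.91e-08), with a list adjusted p of 1.88e-11 and adjusted p = 0.00277 with an estimated correlation. Of 9 tested germ layer genes 5 rose, 6 adjusted over the list alone, such as BMP4, a growth factor gene of early embryos, by 4.0 ± 0.62 (adjusted p = 0.000126) and the endoderm factor gene GATA6 by 3.63 ± 0.61 (adjusted p = 0.000303). The germ layer list had an adjusted p of 0.00182 and adjusted p = 0.0453 with an estimated correlation. SULF2, a heparan sulfatase gene, rose by 7.17 ± 0.40 (adjusted p = 9.11e-11), CRIP1, a LIM domain gene, by 7.80 ± 0.75 (adjusted p = 3.66e-07) and DHRS2 by 7.64 ± 0.58 (adjusted p = 1.17e-08). H19 reached 1059, 672 and 1051 TPM (adjusted p = 1.88e-11). Without co-culture control 2 the call of NANOG was lost (adjusted p = 0.13), as it was without 48 h control 1 (0.0652) or 2 (0.0573), and it was lost under quantile scaling too, while the germ layer list was lost without co-culture control 1 (0.104).

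**Figure D1:**
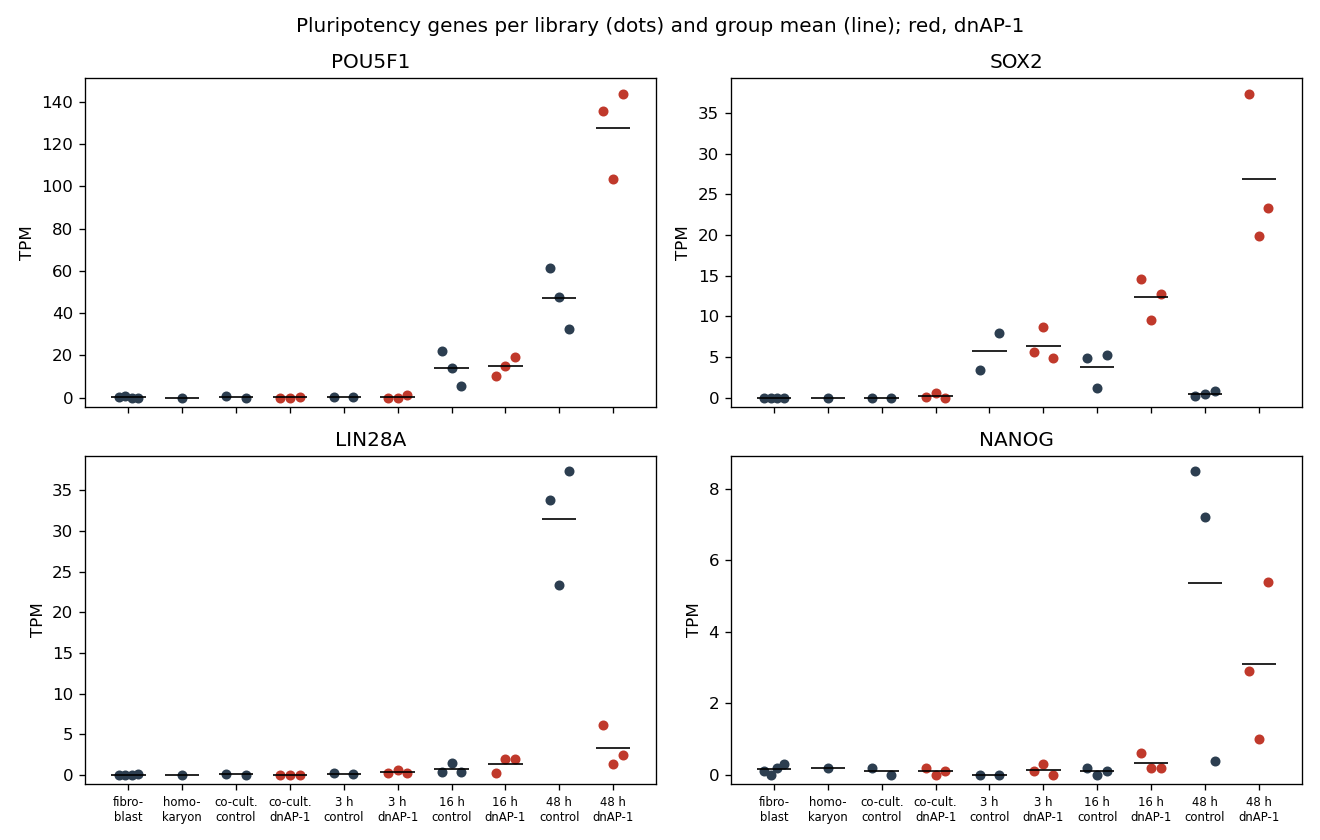
TPM of POU5F1, SOX2, LIN28A and NANOG in each library (dots) of each group, with a line at the group mean and dnAP-1 groups in red. At 48 h LIN28A stood at 33.8, 23.3 and 37.4 TPM in the controls and at 6.1, 1.3 and 2.5 TPM with dnAP-1.

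Some fibroblast identity and glycolysis genes fell at 48 h. MMP1, an interstitial collagenase gene, fell by 5.70 ± 1.00, from 1934 and 15550 TPM in the co-culture controls to 93.8, 100 and 122 TPM (adjusted p = 0.000461). Of 30 fibroblast identity genes 5 fell and 2 rose, as they did adjusted over the list alone (list adjusted p = 7.87e-06, adjusted p = 0.0843 with an estimated correlation, 0.225 with fry). DCN, the matrix proteoglycan decorin, fell by 3.29 ± 0.68 (adjusted p = 0.00209). THY1, a fibroblast surface marker, fell by 1.62 ± 0.37 (adjusted p = 0.00463) and VIM, the intermediate filament vimentin, fell by 0.93 ± 0.26 (adjusted p = 0.0173). S100A4, a calcium-binding protein of mesenchymal cells, rose by 3.34 ± 0.37 (adjusted p = 1.98e-06). Of 25 glycolysis and hypoxia genes 7 fell and 1 rose, and adjusted over the list alone 12 fell and 1 rose. TPI1, a glycolytic enzyme, fell by 1.41 ± 0.30 (adjusted p = 0.00233). The glycolysis list had a median of -1.25 (adjusted p = 2.72e-12, adjusted p = 0.0843 with an estimated correlation). Of 29 textbook AP-1 targets 7 fell, as did MMP1, and 6 rose, with 9 and 8 adjusted over the list alone. Their median of -0.18, their mean of 0.09 and the direction of the test, which was down, differ in sign (list adjusted p = 0.00415, adjusted p = 0.227 with an estimated correlation, 0.993 with fry, 0.273 after quantile scaling, 0.0533 after the GC correction). STC1 fell by 4.04 ± 0.65 (adjusted p = 0.000192), and PLAUR, the urokinase receptor gene, fell by 2.63 ± 0.39 (adjusted p = 6.84e-05). TGFB2, a growth factor gene, rose by 3.57 ± 0.54 (adjusted p = 9.99e-05) and ATF3 by 4.46 ± 0.68 (adjusted p = 0.000113). Without co-culture control 2 the call of VIM was lost (adjusted p = 0.14, and 0.0558 without 48 h control 1), as was that of TPI1 (0.197), and without co-culture control 1 that of THY1 (0.0568). In all 2678 genes rose and 349 fell on the TPM scale, 1256 and 655 with median-of-ratios scaling, 939 and 700 with quantile scaling and 1120 and 1014 after the GC correction. Calls numbered 851 without co-culture control 2 and 5085 without co-culture control 1.

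**Figure D2:**
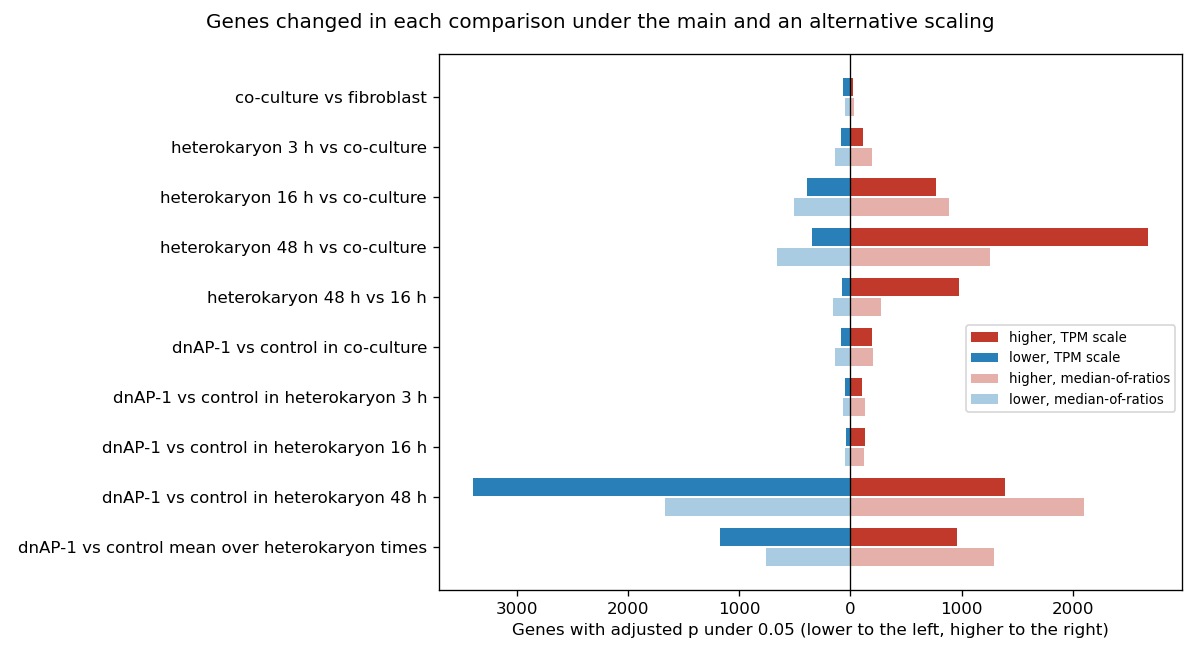
Number of genes higher (bars to the right) and lower (bars to the left) in each comparison at an adjusted p under 0.05, on the TPM scale (dark) and with median-of-ratios scaling (light).

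Heterokaryons at 48 h against 16 h asked what came late (3 against 3 libraries). LIN28A rose by 4.29 ± 0.39, from 0.7 to 31.5 TPM (adjusted p = 1.02e-06). TRIM71, a partner of the LIN28 pathway, rose by 2.45 ± 0.39 (adjusted p = 0.000732), CDH1 by 2.21 ± 0.33 (adjusted p = 0.000352) and NANOG by 2.12 ± 0.48 (adjusted p = 0.0135), while SOX2 fell by 1.55 ± 0.40 (adjusted p = 0.0256). Of 25 pluripotency genes 9 rose and 1 fell, and adjusted over the list alone 12 rose and 1 fell (list adjusted p = 0.000185, adjusted p = 0.1 with an estimated correlation, 0.237 when only the compared groups entered the fit). KRT8 rose by 3.69 ± 0.40 (adjusted p = 1.5e-05), TGFB2 by 4.29 ± 0.48 (adjusted p = 1.52e-05), and the chemokine gene CXCL12 by 4.46 ± 0.63 (adjusted p = 0.000176). Of 25 glycolysis and hypoxia genes 6 fell, 12 adjusted over the list alone. GPI, an enzyme of glycolysis, fell by 1.51 ± 0.25 (adjusted p = 0.000997) and the aldolase gene ALDOC fell by 3.13 ± 0.62 (adjusted p = 0.00453). The list had a median of -0.97 (adjusted p = 2.42e-20, adjusted p = 0.0972 with an estimated correlation). TIMP1, an inhibitor of collagenases, fell by 1.94 ± 0.30 (adjusted p = 0.000455). In all 978 genes rose and 74 fell on the TPM scale, 278 and 158 with median-of-ratios scaling, 236 and 215 with quantile scaling and 243 and 174 after the GC correction. Without 48 h control 1 there were 264 calls, against 1218 without 48 h control 3, and the calls of NANOG (adjusted p = 0.118) and SOX2 (0.144) were lost without the former. That of NANOG was also lost without 16 h control 2 (0.0542) or 48 h control 2 (0.0968), and that of SOX2 without 16 h control 1 (0.115) or 3 (0.119) or 48 h control 2 (0.0949).

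dnAP-1 against control in co-culture asked what blocking AP-1 did without fusion (3 against 2 libraries). GDF15 rose by 3.95 ± 0.43, UNC5B, a netrin receptor gene, by 3.82 ± 0.42, and JAG1, a Notch ligand gene, by 3.53 ± 0.39 (each adjusted p = 3.58e-05). Of 23 p53 targets 7 rose, 10 adjusted over the list alone (median 0.88, list adjusted p = 4.01e-10, adjusted p = 0.00684 with an estimated correlation), among them PLK2, a stress-induced kinase gene, by 2.68 ± 0.43 (adjusted p = 0.00185). Of 30 fibroblast identity genes 2 rose and 1 fell, and adjusted over the list alone 12 rose and 1 fell (list adjusted p = 1.78e-06, adjusted p = 0.151 with an estimated correlation). THY1 rose by 2.35 ± 0.37 (adjusted p = 0.00154) and PDGFRB, a PDGF receptor gene, by 2.47 ± 0.44 (adjusted p = 0.00421). Of 24 immediate early genes 4 rose, while adjusted over the list alone 6 rose and 1 fell (list adjusted p = 6.23e-05, adjusted p = 0.212 with an estimated correlation). CYR61, a matricellular protein gene, rose by 1.99 ± 0.30 (adjusted p = 0.000913), and FOSL2, a FOS relative, by 2.07 ± 0.35 (adjusted p = 0.00299). Of 18 AP-1 family genes 2 rose, FOSL2 and JUNB, 3 adjusted over the list alone (list adjusted p = 0.00112, adjusted p = 0.151 with an estimated correlation). AQP1, a water channel gene, rose by 3.84 ± 0.56 (adjusted p = 0.00091), TGFB2 by 3.47 ± 0.54 (adjusted p = 0.00154) and CEBPD, a transcription factor gene of inflammation, by 3.85 ± 0.73 (adjusted p = 0.00678). Of 29 textbook AP-1 targets 2 rose, TIMP1 and TGFB1, but adjusted over the list alone 5 rose and 7 fell, and the list was lower as a whole (median -0.79, adjusted p = 0.0298, adjusted p = 0.519 with an estimated correlation, 0.319 with fry). RGMB, a BMP co-receptor gene, fell by 2.79 ± 0.44 (adjusted p = 0.00155), and STX1A, a syntaxin gene of vesicle release, fell by 2.76 ± 0.52 (adjusted p = 0.00633). In all 193 genes rose and 88 fell. There were 102 calls without co-culture dnAP-1 library 2 and 936 without co-culture control 1. The calls of CEBPD (adjusted p = 0.052), TGFB1 (0.0808) and JUNB (0.117) were lost without co-culture dnAP-1 library 2, and that of JUNB without library 3 (0.101). The calls of JUNB (adjusted p = 0.31) and TGFB1 (0.104) and that of the textbook AP-1 list (0.432) were lost without co-culture control 2, the latter also without co-culture dnAP-1 library 3 (0.0669).

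dnAP-1 against control at 3 h asked what blocking AP-1 did right after fusion (3 against 2 libraries). Genes of fast-responding transcription factors rose: EGR2 by 5.54 ± 0.64 (adjusted p = 5.98e-05), NR4A1, an orphan nuclear receptor gene, by 4.38 ± 0.61 (adjusted p = 0.000438), NR4A3 by 4.46 ± 0.54 (adjusted p = 7.18e-05) and EGR3 by 3.83 ± 0.41 (adjusted p = 1.86e-05). NR4A1 was at 62 and 143 TPM in the controls and at 4854, 1526 and 1058 TPM with dnAP-1. Of 24 immediate early genes 7 rose, and adjusted over the list alone 15 rose and 2 fell (median 2.22, list adjusted p = 5.29e-17, adjusted p = 0.00748 with an estimated correlation). Of 18 AP-1 family genes 2 rose, 6 adjusted over the list alone (list adjusted p = 3.03e-05, adjusted p = 0.0559 with an estimated correlation), FOSL2 by 1.69 ± 0.35 (adjusted p = 0.0181) and JUNB by 2.83 ± 0.55 (adjusted p = 0.0114). FOS stood at 381, 381 and 81.7 TPM against 18.4 and 45.4 and did not pass (adjusted p = 0.16). GDF15 rose by 2.65 ± 0.43 (adjusted p = 0.00261). S1PR5, a sphingosine phosphate receptor gene, rose by 4.63 ± 0.40, and HEYL, a Notch target gene, by 3.85 ± 0.33 (both adjusted p = 4.72e-07). Of 29 textbook AP-1 targets 2 fell and 1 rose, and adjusted over the list alone 5 fell and 3 rose, with the list at adjusted p = 0.137 (0.000315 without 3 h control 1 and 0.0167 without 3 h dnAP-1 library 1). STX1A fell by 3.03 ± 0.52 (adjusted p = 0.00398), and ELK3, an ETS factor gene, fell by 2.60 ± 0.43 (adjusted p = 0.00275). PLAUR fell by 2.14 ± 0.39 (adjusted p = 0.00638) and RGMB fell by 2.98 ± 0.44 (adjusted p = 0.000984). In all 104 genes rose and 44 fell, with 72 and 62 after quantile scaling. There were 25 higher and 24 lower without 3 h control 1 and 617 and 300 without 3 h control 2. The calls of JUNB (adjusted p = 0.346), STX1A (0.121), ELK3 (0.0598) and PLAUR (0.184) were lost without 3 h control 1, and that of FOSL2 without 3 h control 1 (0.0642), 3 h control 2 (0.07) or 3 h dnAP-1 library 1 (0.0829). JUNB (0.352), STX1A (0.108) and PLAUR (0.158) were also lost without the 4 libraries that listed abundant genes at 0.

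dnAP-1 against control at 16 h asked the same at the next time (3 against 3 libraries), and some interferon genes rose. BST2, which codes for the antiviral protein tetherin, rose by 4.38 ± 0.65, from 5.5, 0.8 and 18.7 TPM to 114, 148 and 120 TPM (adjusted p = 0.00177). OAS1, a sensor of double-stranded RNA, rose by 4.52 ± 0.76 (adjusted p = 0.00371), and CMPK2, another interferon-induced gene, by 2.88 ± 0.41 (adjusted p = 0.0013). Of 26 interferon response genes 13 rose, 21 adjusted over the list alone (median 2.43, list adjusted p = 1.32e-29, adjusted p = 0.07 with an estimated correlation). IFITM1, an antiviral membrane protein gene, rose by 3.22 ± 0.59 (adjusted p = 0.00962), CCL5, a chemokine gene, by 3.89 ± 0.77 (adjusted p = 0.0162) and SULF1, a relative of SULF2, by 3.18 ± 0.55 (adjusted p = 0.00474). Of 23 contractile and TGF-beta genes 3 rose, 4 adjusted over the list alone, MYL9, a myosin light chain gene, by 1.29 ± 0.29 (adjusted p = 0.0313). The contractile list had an adjusted p of 2.03e-05 and adjusted p = 0.161 with an estimated correlation. Of 21 genes abundant in naive mouse stem cells 2 rose, SPP1, which codes for osteopontin, by 3.08 ± 0.58 (adjusted p = 0.011) and NR0B1, the nuclear receptor gene DAX1, by 1.67 ± 0.38 (adjusted p = 0.0355). Adjusted over the list alone 4 rose, with the list at adjusted p = 0.0614 (0.0331 without 16 h control 1 and 0.0193 without 16 h dnAP-1 library 1). The list was called with a pseudocount of 5 (0.0324), no filter (0.0108), a filter at 5 TPM (0.00372), quantile scaling (0.0388), fry (0.0251) or no ribosomal RNA rows (0.0448), and was at 0.345 without the 4 libraries that listed abundant genes at 0. SOX2 stood at 14.6, 9.6 and 12.8 TPM against 4.9, 1.2 and 5.2 and did not pass (adjusted p = 0.0555). It passed in 7 of 20 alternatives (adjusted p 0.025 to 0.472 over the 20). PADI4, an enzyme gene that turns arginine into citrulline in histones, fell by 3.19 ± 0.31, from 17.4, 16.7 and 12.3 TPM to 1.1, 1.1 and 0.3 TPM (adjusted p = 8.34e-06), and EMP1, an epithelial membrane protein gene, fell by 2.11 ± 0.41 (adjusted p = 0.0151). Of 25 pluripotency genes limma called 0, with 7 higher at an unadjusted p under 0.05 and 4 adjusted over the list alone. The list was higher as a whole (median 0.25, adjusted p = 0.0121, adjusted p = 0.235 with an estimated correlation), but not without 16 h control 3 (0.0824) or 16 h dnAP-1 library 2 (0.091). In all 132 genes rose and 36 fell, with 103 and 54 after removal of ribosomal RNA rows. There were 33 higher and 10 lower without 16 h control 2, and 302 and 317 without 16 h dnAP-1 library 2, where the excess of higher genes was gone. The calls of IFITM1 (adjusted p = 0.0873), CCL5 (0.109) and EMP1 (0.105) were lost without 16 h control 2, and those of CCL5 (0.0574), SPP1 (0.074), NR0B1 (0.151) and MYL9 (0.212) without 16 h control 1. Lost as well were NR0B1 without 16 h control 2 (0.14) or 3 (0.0534) or dnAP-1 library 1 (0.0643) or 3 (0.14), MYL9 without control 2 (0.139) or dnAP-1 library 1 (0.183) or 3 (0.112), CCL5 without dnAP-1 library 1 (0.0636) and EMP1 without dnAP-1 library 3 (0.0554). Without the 4 libraries that listed abundant genes at 0, IFITM1 (0.0527), NR0B1 (0.0785) and MYL9 (0.0888) were lost.

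dnAP-1 against control at 48 h asked the same at the last time (3 against 3 libraries), and pluripotency genes went both ways. SOX2 rose by 4.19 ± 0.40, from 0.2, 0.5 and 0.8 TPM to 37.4, 19.9 and 23.3 TPM (adjusted p = 1.2e-06). POU5F1 rose by 1.45 ± 0.45 (47.1 to 128 TPM, adjusted p = 0.0238) and NODAL, a TGF-beta family signal gene of the early embryo, by 1.63 ± 0.32 (adjusted p = 0.00145). LIN28A fell by 3.05 ± 0.39 (adjusted p = 3.99e-05) and L1TD1, an RNA-binding protein gene of stem cells, fell by 1.67 ± 0.37 (adjusted p = 0.00376). NANOG was at 2.9, 1 and 5.4 TPM against 8.5, 7.2 and 0.4 and did not pass (adjusted p = 0.599, and 0.0172 without 48 h control 3). Of 25 pluripotency genes 6 rose and 5 fell, and adjusted over the list alone 7 rose and 5 fell (median 0.50, list adjusted p = 0.0362, adjusted p = 0.386 with an estimated correlation). PAX6, a neural and eye factor gene, stood at 46.8, 25.9 and 68.9 TPM against 0.1, 0.1 and 0 (adjusted p = 0.00455), but also at 70.5 TPM in co-culture control 2. The calls of POU5F1, NODAL and PAX6 were lost without the 4 libraries that listed abundant genes at 0, and that of L1TD1 after the GC correction. The call of POU5F1 was lost without 48 h control 3 (adjusted p = 0.0947), 48 h control 2 (0.061) or 48 h dnAP-1 library 1 (0.0555) or 3 (0.0572), with a pseudocount of 0.1 (0.313) or array weights (0.0523), and that of the pluripotency list without 48 h control 3 (0.277), 48 h dnAP-1 library 1 (0.15) or 48 h dnAP-1 library 2 (0.0579). That list call was also lost with a pseudocount of 0.1 (0.0545), a filter at 5 TPM (0.071), median-of-ratios scaling (0.0774), array weights (0.146), fry (0.194), the GC correction (0.105) or without the 4 libraries (0.0962).

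Some genes of other lists changed with dnAP-1 at 48 h. Of 25 glycolysis and hypoxia genes 13 rose, 14 adjusted over the list alone, ALDOA from 791, 842 and 844 TPM to 13000, 10830 and 4209 TPM (3.35 ± 0.68, adjusted p = 0.00195) and ALDOC by 4.33 ± 0.62 (adjusted p = 9.51e-05). The list had a median of 1.24 (adjusted p = 3.91e-09, adjusted p = 0.386 with an estimated correlation). Of 26 interferon response genes 8 rose, 12 adjusted over the list alone (list adjusted p = 4.6e-07, adjusted p = 0.45 with an estimated correlation, 0.151 with fry), BST2 by 4.58 ± 0.65 (adjusted p = 9.64e-05) and IFI6 by 3.67 ± 0.63 (adjusted p = 0.000531). Of 30 fibroblast identity genes 6 fell and 5 rose, the same numbers as adjusted over the list alone. FBN1, the microfibril gene fibrillin, fell by 1.71 ± 0.23 (adjusted p = 8.1e-05) and ZEB2 fell by 2.08 ± 0.35 (adjusted p = 0.000462). The median of this list was -0.30 and its test pointed up (adjusted p = 0.613), and the test pointed down after quantile scaling. Of 29 textbook AP-1 targets 5 fell and 3 rose, the same numbers as adjusted over the list alone. PLAU, the urokinase gene, fell by 3.29 ± 0.48 (adjusted p = 0.000121) and TIMP1 rose by 2.55 ± 0.30 (adjusted p = 1.98e-05). The median of the targets was -0.31 and their test pointed up (adjusted p = 0.837), but down after quantile scaling or the GC correction. CCL5 rose by 4.83 ± 0.77 (adjusted p = 0.00028), IFITM1 by 4.61 ± 0.59 (adjusted p = 3.99e-05), HES4, a Notch target gene, by 4.42 ± 0.55 (adjusted p = 3.21e-05) and MAFF, of the AP-1 family list, by 2.96 ± 0.44 (adjusted p = 0.000133). THBD, the clotting regulator thrombomodulin, fell by 4.30 ± 0.46 (adjusted p = 6.91e-06). EDN1, which codes for endothelin, fell by 3.50 ± 0.58 (adjusted p = 0.000415), and KRT19 fell by 2.12 ± 0.51 (adjusted p = 0.00587). HAND1, a mesoderm factor gene, fell by 2.06 ± 0.37 (adjusted p = 0.000744), and MFAP5, a microfibril gene, fell by 4.51 ± 0.56 (adjusted p = 3.05e-05). MBD3, a subunit gene of the NuRD chromatin complex, stood at 52.1, 32.3 and 33.5 TPM against 61.4, 58.4 and 74.2 and did not pass (adjusted p = 0.125, but 0.012 after the GC correction). In all 1391 genes rose and 3397 fell on the TPM scale, 2097 and 1669 with median-of-ratios scaling, 2124 and 1791 with quantile scaling, 2087 and 1586 after the GC correction and 1089 and 1768 without the 4 libraries that listed abundant genes at 0. Calls numbered 2703 without 48 h control 1, and the libraries 48 h dnAP-1 1 and 3 were among those 4.

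**Figure D3:**
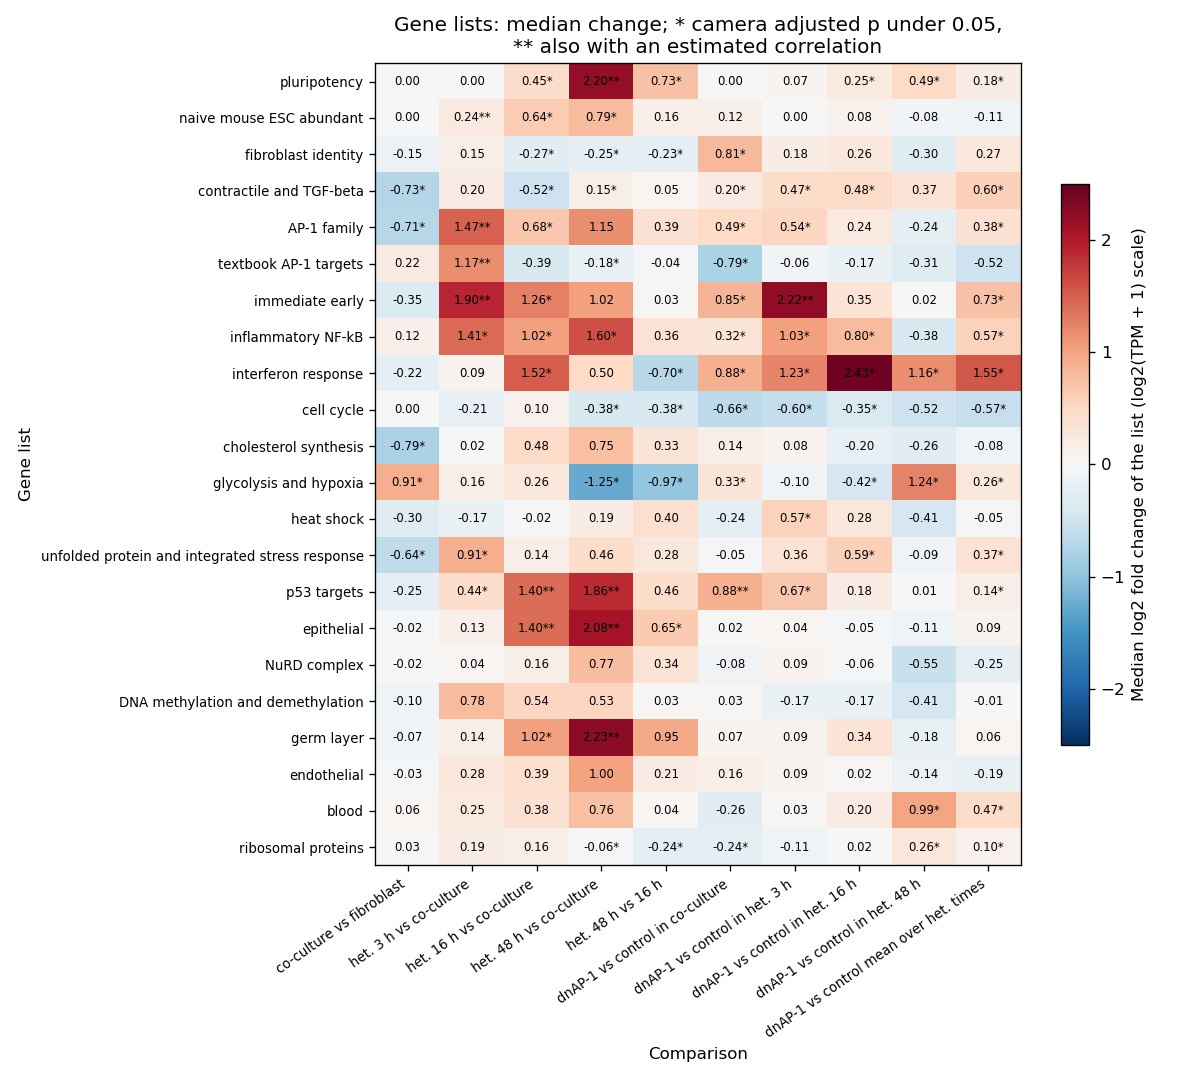
Median log2 change of each of 22 gene lists (vertical axis) in 10 comparisons (horizontal axis), red for higher and blue for lower, with 1 star for a camera adjusted p under 0.05 and 2 stars where the call held with an estimated correlation.

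The mean dnAP-1 effect over 3, 16 and 48 h asked how genes responded on average (9 against 8 libraries), which does not show that each time had the response. Of 26 interferon response genes 20 rose, 23 adjusted over the list alone (median 1.55, list adjusted p = 9.92e-22, adjusted p = 0.0909 with an estimated correlation), BST2 by 3.36 ± 0.39 (adjusted p = 1.36e-05). S1PR5 rose by 3.28 ± 0.21 (adjusted p = 3.59e-09), UNC5B by 2.75 ± 0.23 (adjusted p = 2.11e-07) and NR4A1 by 2.99 ± 0.33 (adjusted p = 5.74e-06). SOX2 rose by 2.0 ± 0.24 (adjusted p = 1.86e-05, with 0.20 at 3 h) and KLF4, a reprogramming factor gene, by 1.62 ± 0.33 (adjusted p = 0.00281). Of 24 immediate early genes 9 rose and 2 fell, and adjusted over the list alone 11 rose and 2 fell (list adjusted p = 3.53e-07, adjusted p = 0.0909 with an estimated correlation). Of 23 contractile and TGF-beta genes 7 rose and 1 fell, and adjusted over the list alone 8 rose and 1 fell (list adjusted p = 9.64e-05, adjusted p = 0.0909 with an estimated correlation). Of 18 AP-1 family genes 3 rose, FOSL2, JUNB and MAFF, 4 adjusted over the list alone (list adjusted p = 0.00114, adjusted p = 0.0909 with an estimated correlation). Of 25 pluripotency genes 5 rose and 2 fell, and adjusted over the list alone 8 rose and 3 fell (list adjusted p = 0.0237, adjusted p = 0.261 with an estimated correlation), a call lost without 3 h control 2 (0.0734), 48 h control 3 (0.128) or 48 h dnAP-1 library 1 (0.0659). LIN28A fell by 0.81 ± 0.23 (adjusted p = 0.0296), through its fall at 48 h, since its changes at 3 and 16 h were 0.20 and 0.42. That call was lost with a pseudocount of 0.1 (0.365), median-of-ratios (0.0623) or quantile scaling (0.081), the GC correction (0.0682), the compared groups alone (0.0892) or a replicate block (0.0523). It was also lost when 1 of 9 libraries was left out: 3 h control 1 (0.0742) or 2 (0.0501), 16 h control 2 (0.0676), 48 h control 1 (0.0509) or 3 (0.0516), dnAP-1 3 h library 1 (0.0561) or 3 (0.0507), 16 h library 1 (0.0602) or 48 h library 2 (0.0533). Of 30 cell cycle genes 6 fell, 9 adjusted over the list alone (median -0.57, list adjusted p = 0.000132, adjusted p = 0.438 with an estimated correlation), and RRM2, a ribonucleotide reductase subunit gene, fell by 1.61 ± 0.30 (adjusted p = 0.00171). Of 29 textbook AP-1 targets 6 fell and 4 rose, and adjusted over the list alone 7 fell and 6 rose, with the list at adjusted p = 0.473. PLAU fell by 1.98 ± 0.29 (adjusted p = 0.000127) and ELK3 fell by 2.26 ± 0.23 (adjusted p = 2.13e-06). FGF5, a growth factor gene, fell by 2.29 ± 0.35 (adjusted p = 0.000193). In all 955 genes rose and 1170 fell on the TPM scale, 1296 and 759 with median-of-ratios scaling, 1220 and 919 with quantile scaling and 1376 and 1067 after the GC correction. Without 3 h dnAP-1 library 1 there were 735 higher and 729 lower, where the excess of lower genes was gone. Calls numbered 1249 without the 4 libraries that listed abundant genes at 0, where the calls of KLF4 (adjusted p = 0.062) and JUNB (0.125) were lost.

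The genes called with dnAP-1 overlapped between conditions, whose libraries are separate. In co-culture and at 3 h 43 genes were higher in both, where 1 was expected by chance, and 18 were lower in both, where 0.2 were expected. At 16 and 48 h 76 genes were higher in both (8.9 expected) and 23 lower in both (6 expected). At 3 and 48 h 34 genes were higher in both (7 expected), 12 were lower in both (7.3 expected, Fisher's exact p = 0.0661), 10 were higher at 3 h and lower at 48 h, and 1 was lower at 3 h and higher at 48 h.

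Tests of the difference between dnAP-1 effects asked whether the response depended on the stage. EGR3 and EGR4, genes of fast-responding zinc finger factors, responded more at 3 h than in co-culture, by 4.04 ± 0.58 and 3.59 ± 0.50 (both adjusted p = 0.00514), and were the only genes called there. At 3 h EGR3 was at 7.3 and 6.7 TPM in the controls and at 170, 116 and 72.4 TPM with dnAP-1, and EGR4 at 0.3 and 1.7 TPM and at 33.8, 19 and 13.3 TPM. PADI4 was the only gene whose response at 16 h differed from that in co-culture, by -3.19 ± 0.46 (adjusted p = 0.00952), and it was listed at 0 in all co-culture libraries. Quantile scaling called 2 genes higher and 1 lower at 3 h, and the GC correction 3 higher and 10 lower at 16 h. These 3 calls were lost with a pseudocount of 0.1, with array weights (EGR3 adjusted p = 0.165, EGR4 0.0812, PADI4 0.0778) and with the compared groups alone (EGR3 0.809, EGR4 0.954, PADI4 0.526). Leaving out 1 library gave up to 257 calls at 3 h and up to 256 at 16 h, both without co-culture control 1. At 48 h against co-culture 134 genes responded higher and 323 lower, with SOX2 at 3.91 ± 0.60 (adjusted p = 0.00216, and 0.0627 with the compared groups alone), NPPC, a natriuretic peptide gene, at 3.92 ± 0.62 (adjusted p = 0.00275, and 0.0855 there) and LIN28A at -2.98 ± 0.58 (adjusted p = 0.0125). These counts were 225 and 125 with median-of-ratios scaling, 221 and 161 with quantile scaling and 284 and 231 after the GC correction. Leaving out 1 library gave 57 calls without co-culture control 2, which ended that of LIN28A (adjusted p = 0.071, and 0.19 with a pseudocount of 0.1 and 0.118 with the compared groups alone), and 2220 without co-culture control 1. At 48 h against 16 h 92 responded higher and 265 lower, 142 and 71 with median-of-ratios scaling, 160 and 96 with quantile scaling, 138 and 93 after the GC correction and 107 and 187 without ribosomal RNA rows. These genes included ALDOC at 4.54 ± 0.87 (adjusted p = 0.0139), SOX2 at 2.58 ± 0.56 (adjusted p = 0.0253, but 0.123 with the compared groups alone and 0.085 with a pseudocount of 0.1), LIN28A at -3.47 ± 0.55 (adjusted p = 0.0062, but 0.0913 and 0.0807 there) and NNMT, a nicotinamide methyltransferase gene, at -5.02 ± 0.81 (adjusted p = 0.00685, but 0.0559 with the compared groups alone). With 1 library left out there were 89 to 735 such calls. LIN28A, near 0 in co-culture and 16 h controls, could hardly fall there, so its differences cannot show a role of stage. SOX2 lost its call without the 4 libraries or single ones given below. Of 25 glycolysis and hypoxia genes 4 responded higher at 48 h than at 16 h, 13 adjusted over the list alone (median 1.46, list adjusted p = 6.83e-17, adjusted p = 0.183 with an estimated correlation, 0.0566 with fry). No list difference held with an estimated correlation, where the lowest adjusted p was 0.0705 for p53 targets at 16 h against co-culture (list adjusted p = 2.34e-06).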

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

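Chosen only after the result was seen were the tests of mouse reads on pluripotency genes and on SOX2, of library scaling, the GC correction and genes above 0 in each library on the 48 h response to dnAP-1, and of doxycycline on the interferon genes.

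Pluripotency genes were higher in control heterokaryons at 48 h than in co-cultured fibroblasts, and the fused cells hold mouse stem cell RNA. The 16 pluripotency genes called at 48 h had a median change of 0.06 at 3 h (SD 0.36, highest 1.24) and of 2.62 at 48 h. A constant share of mouse reads would not give this, but the share was not measured. SOX2 is not among these 16, being near 0 at 48 h, and goes the other way, with at least 3.4 TPM in each of the 5 libraries at 3 h and 0 in both co-culture controls. For SOX2, mouse reads and human transcription cannot be told apart, since both may change with time, so its change with dnAP-1 is open to both as well. Genes abundant in naive mouse stem cells, a list that holds SOX2, were higher at 3 h as a whole (median 0.24, adjusted p = 0.00762, adjusted p = 0.0489 with an estimated correlation), so mouse reads are not excluded for that list. Mouse reads and human gene activation stay open as hypotheses for the other genes.

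With dnAP-1 at 48 h, 3397 genes were lower and 1391 higher. A trend with GC content cannot be told apart. Genes called lower had a median GC content of 44.9% and those called higher 57.9%, against 49.8% of all. A correction that kept each library's median left 3265 lower and 1126 higher, but it also kept the median change, at -0.30, and so most of the excess. The correction without that condition gave 1586 lower and 2087 higher, but it removes the median change. Transcripts missing from libraries with abundant genes at 0 cannot be told apart either, as 66.1% of the genes called lower were above 0 in all 3 dnAP-1 libraries, close to the 66.5% of all tested genes. Among the 11128 genes above 0 in all 27 libraries 2188 were lower and 682 higher, but this choice also drops genes that rose from 0. Without the 4 such libraries, which left 1 with dnAP-1 at 48 h, 1768 were lower and 1089 higher. Scaling to the library total cannot be told apart from a true excess of lower genes. Median-of-ratios scaling gave 1669 lower and 2097 higher, but it shifts all genes of a library alike, so a change of the balance follows from its construction.

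Interferon response genes were higher with dnAP-1 at 16 h. A single library as the cause is argued against, since the median change of the 26 genes was 1.78 without 16 h control 2 and 3.39 without 16 h control 3, the lowest and highest of 6 such values. Doxycycline could account for it and cannot be told apart from dnAP-1, as the labels give both to the same samples and do not say what the controls received. The response at 16 h differed from that in co-culture by camera (median 1.57, adjusted p = 3e-09), but not with an estimated correlation (adjusted p = 0.326) or with fry (0.317), and an effect of the drug may itself depend on the stage. An effect of blocked AP-1 on interferon genes is open as a hypothesis.

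Other splits of the libraries were tried for 5 comparisons. With 3 against 3 libraries there are 10 splits, so a share under 0.05 cannot be reached: 48 h against 16 h gave 1052 genes in the real split and at most 8 in another, dnAP-1 at 16 h gave 168 and 8, and dnAP-1 at 48 h gave 4788 and 60. For the mean dnAP-1 effect, only the real one of 100 splits drawn from 4000 gave 2125 genes. The 8 others dividing 48 h by treatment gave up to 1714, the 91 others at most 58. This excludes chance but not a 48 h effect alone. For the dnAP-1 effect at 48 h against 16 h, 8 of 100 splits drawn from 200 gave at least the real 357 genes, up to 1145, so chance cannot be excluded. The 7 others all divide 48 h by treatment, which points to sample structure, and the 90 that do not gave at most 176.

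LMOD1 stood far from the others in 1 library of fibroblasts alone, at 6.6 TPM against 28.7, 28 and 31 TPM, with a gap of 0.932 of the range on the log2 scale, above the 95% critical value of Dixon's test. It was 1 of 11 values tested this way, where chance gives about 1 in 20.

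The dnAP-1 effect differed between stages for 27 of the genes named here, in 31 gene comparisons, and for the lists named here in 13 list comparisons by camera. With an estimated correlation camera called 0 lists (lowest adjusted p = 0.0705). At 3 h against co-culture the differences were EGR3 4.04 and EGR4 3.59, with list medians of -0.61 for fibroblast identity, 0.69 for immediate early, 0.92 for heat shock and -0.47 for p53 targets. At 16 h against co-culture they were PADI4 -3.19, with list medians of -0.58 for fibroblast identity, -0.32 for immediate early, 1.57 for interferon and -0.73 for p53 targets. At 48 h against co-culture the genes with a higher response were SOX2 3.91, CCL5 4.79, BST2 3.72, ADGRG1 4.47 and NPPC 3.92. Those with a lower response were TNFSF18 -6.64, GDF15 -2.5, AQP1 -4.13, JAG1 -3.60, TGFB2 -4.58, PLK2 -3.96, LIN28A -2.98, HAND1 -2.16, KRT19 -2.98, THBD -3.83, MFAP5 -4.38 and FBN1 -1.43. The list medians there were -1.02 for fibroblast identity, 0.40 for interferon, 0.64 for glycolysis and -0.99 for p53 targets. At 48 h against 16 h the genes with a higher response were SOX2 2.58, HES4 3.06, ALDOC 4.54, ANKRD37 4.20 and HILPDA 4.01. Those with a lower response were LIN28A -3.47, THBD -3.75, MFAP5 -4.36, ZEB2 -2.20, CXCL2 -6.30 and NNMT -5.02, and the glycolysis list had a median of 1.46. Some differences rest on single libraries, and those of LIN28A on values near 0. At 48 h against co-culture LIN28A was lost without co-culture control 2 (adjusted p = 0.071), CCL5 without co-culture control 1 (0.0516) or 2 (0.0776), 48 h control 1 (0.0506), 2 (0.0765) or 3 (0.0535), or co-culture dnAP-1 library 1 (0.0745) or 2 (0.0661), and TNFSF18 without any of 8 libraries, with 0.178 without co-culture control 2, 0.117 without 48 h control 1 and 0.0939 without 2, 0.0741, 0.0701 and 0.0901 without co-culture dnAP-1 library 1, 2 and 3, and 0.066 and 0.0639 without 48 h dnAP-1 library 1 and 2. Against 16 h, HILPDA was lost without 16 h control 1 (0.0513) or 2 (0.0535), SOX2 without 16 h control 1 (0.0681), 48 h control 1 (0.0717) or 2 (0.061), or 16 h dnAP-1 library 2 (0.0504), and CXCL2 without 16 h control 1 (0.0706) or 2 (0.0938), 48 h control 1 (0.103) or 2 (0.0881), 16 h dnAP-1 library 2 (0.0604), or 48 h dnAP-1 library 2 (0.0563) or 3 (0.0542).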

How the results depend on the processing

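Chosen only after the result was seen were the tests without ribosomal RNA rows, with the GC correction, without 4 libraries, and with replicates left out of the list tests. Limits are the sequencing depth, which TPM do not give, the 2 libraries of the co-culture and 3 h controls, replicates not known to be separate cultures, doxycycline given with dnAP-1 alone, and recovery of genes shifted 8-fold in simulated data, 53 to 68.2% in the differences of dnAP-1 effects and 71.2 to 98.5% elsewhere. For 170 results of named genes, 3196 alternative outcomes were the same, 326 weaker, 14 stronger and 4 reversed. For 59 list results these were 1220, 92, 15 and 13, and for counts of called genes 187, 84, 50 and 0. The weaker outcomes of named genes were 119 with a library left out, 95 with the compared groups alone, 33 with array weights, 16 with a pseudocount of 0.1, 14 without the 4 libraries, 12 with a replicate block, 11 without a filter and at most 6 in each other setting. Of 165 calls of named genes 64 held in each alternative, and of 49 list calls 31 held in each alternative by camera at the preset correlation and 10 in each alternative of any kind. The cause was not tested, except where a scaling or a smaller fit changes the counts by its construction.

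Counts of called genes follow. With a pseudocount of 0.1 they were 477 at 48 h against 16 h, 106 with dnAP-1 at 16 h, and for the differences of dnAP-1 effects 0 at 3 h (limma, 1068 at an unadjusted p under 0.05), 220 at 48 h against co-culture and 102 at 48 h against 16 h. With a pseudocount of 5 they were 1733 at 48 h against 16 h, and for the differences 7 at 3 h, 3 at 16 h and 629 at 48 h against 16 h. Without a filter they were 57 for co-culture against fibroblasts, 98 at 3 h against co-culture, 1760 at 48 h against 16 h, and 4 and 2 for the differences at 3 and 16 h. A filter at 5 TPM gave 183 for the difference at 48 h against 16 h. Median-of-ratios scaling gave 329 at 3 h and 1911 at 48 h against co-culture, 436 at 48 h against 16 h, and 2 and 213 for the differences at 16 h and at 48 h against 16 h. Quantile scaling gave 1639 at 48 h against co-culture, 451 at 48 h against 16 h and 4 for the difference at 16 h.

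Array weights gave 1 for co-culture against fibroblasts, 1, 365 and 1835 at 3, 16 and 48 h against co-culture, 7849 at 48 h against 16 h, 70, 72 and 613 with dnAP-1 in co-culture and at 3 and 16 h, and for the differences 0 at 3 h (limma, 851 unadjusted), 0 at 16 h (1324 unadjusted), 238 at 48 h against co-culture and 1391 at 48 h against 16 h. Without trend and robust estimation the difference at 16 h had 9. A fit of the compared groups alone, which has fewer libraries to estimate the spread, gave 0 for co-culture against fibroblasts (limma, 1679 unadjusted), 0 (1391 unadjusted), 8 and 467 at 3, 16 and 48 h against co-culture, 4004 at 48 h against 16 h, 1, 0 (1838 unadjusted), 1 and 2617 with dnAP-1 in co-culture and at 3, 16 and 48 h, and for the differences 0 at 3 h (773 unadjusted), 0 at 16 h (1025 unadjusted), 5 at 48 h against co-culture and 19 at 48 h against 16 h. The replicate number as a block gave 111 at 3 h against co-culture, and 294 and 218 for the differences at 48 h against co-culture and against 16 h. Of 93 pairs of libraries with the same number, 18 had residuals correlated above 0.1 (range -0.343 to 0.483, median -0.009), and of 21 pairs of groups with 3 shared numbers 0 had all above 0.1, so the numbers were not taken as a pairing. Of 109 list calls, camera with an estimated correlation gave 12 and fry 68.

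Without ribosomal RNA rows the difference at 16 h had 6. The GC correction gave 84 at 3 h against co-culture, 417 at 48 h against 16 h, 297 with dnAP-1 at 3 h, and 13 and 231 for the differences at 16 h and at 48 h against 16 h. Without the 4 libraries with abundant genes at 0 there were 90 and 2050 at 3 and 16 h against co-culture, 2297 at 48 h against 16 h, 439, 94 and 2857 with dnAP-1 in co-culture and at 3 and 48 h, 1249 for the mean effect, and 10, 13 and 828 for the differences at 3 h, at 16 h and at 48 h against 16 h.

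Leaving out 1 library in turn gave 20 to 2205 for co-culture against fibroblasts, 25 to 2133, 430 to 2641 and 851 to 5085 at 3, 16 and 48 h against co-culture, each lowest without co-culture control 2 and highest without co-culture control 1. It gave 264 (without 48 h control 1) to 1218 (48 h control 3) at 48 h against 16 h, 102 (co-culture dnAP-1 library 2) to 936 (co-culture control 1) with dnAP-1 in co-culture, 49 (3 h control 1) to 917 (3 h control 2) at 3 h, 43 (16 h control 2) to 619 (16 h dnAP-1 library 2) at 16 h, 2703 (48 h control 1) to 4516 (48 h dnAP-1 library 3) at 48 h and 1464 (3 h dnAP-1 library 1) to 3107 (16 h dnAP-1 library 2) for the mean. For the differences it gave 2 to 257 at 3 h and 1 to 256 at 16 h, both highest without co-culture control 1, 57 (co-culture control 2) to 2220 (co-culture control 1) at 48 h against co-culture, and 89 (16 h control 2) to 735 (48 h dnAP-1 library 1) at 48 h against 16 h.

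Directions that turned had no call in either setting or lost it. The ribosomal protein list at 48 h against 16 h turned with quantile scaling (adjusted p = 0.681). The heat shock list at 3 h against co-culture turned without the 4 libraries (0.853), and lay between 0.25 (without co-culture control 2) and 0.776 (without 3 h control 1, where it turned) over libraries left out, with 0.73 without co-culture control 1, where it turned too. With dnAP-1 at 48 h the fibroblast identity list turned with quantile scaling (0.605) and fry (0.547), with 0.327 (without 48 h control 1) to 0.969 (without 48 h control 3, where it turned) over libraries left out. The textbook AP-1 list turned with quantile scaling (0.605), array weights (0.991), fry (0.371), the GC correction (0.916) and without the 4 libraries (0.781), with 0.67 (without 48 h dnAP-1 library 3) to 0.916 (without 48 h control 2) over libraries left out and 0.722 without 48 h dnAP-1 library 1, where it turned. NANOG with dnAP-1 at 48 h turned to 0.20 with the GC correction, and without a library lay between -1.26 (48 h control 3, adjusted p = 0.0172) and 0.12 (48 h control 1), with 0.01 without 48 h control 2 and 0.06 without 48 h dnAP-1 library 2.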

Other observations

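All list tests given here were chosen before the data were examined, and their use with libraries left out and the GC correction were tests chosen only after the result was seen.

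Fry tests a list against no change and camera against the other genes, so where many genes rose, as at 48 h against co-culture, a low fry value does not set a list apart. Of 13 NuRD complex genes 2 rose at 48 h against co-culture, MTA2 and MTA3, and 6 adjusted over the list alone (list adjusted p = 0.338, 0.00487 with fry). Of 12 DNA methylation and demethylation genes 2 rose at 16 h against co-culture (list adjusted p = 0.124, 0.0486 with fry). Of 8 endothelial genes limma called 0 at 16 h against co-culture, with 3 higher at an unadjusted p under 0.05 and 1 adjusted over the list alone (list adjusted p = 0.134, 0.0297 with fry). Of 20 heat shock genes limma called 0 with dnAP-1 at 3 h, with 3 higher at an unadjusted p under 0.05 and 1 adjusted over the list alone, and the list was higher as a whole (median 0.57, adjusted p = 0.0017, adjusted p = 0.405 with an estimated correlation, 0.171 with fry). Of 10 blood genes 1 rose in the mean dnAP-1 effect, TYROBP, and adjusted over the list alone 4 rose and 1 fell (list adjusted p = 0.0173, adjusted p = 0.0909 with an estimated correlation, 0.107 with a pseudocount of 0.1, 0.0763 after the GC correction, 0.0511 without 3 h control 2). Of 51 ribosomal protein genes limma called 0 at 48 h against 16 h, with 4 lower at an unadjusted p under 0.05, and the list was lower as a whole (median -0.25, adjusted p = 9.27e-11, adjusted p = 0.1 with an estimated correlation, 0.191 with fry), but pointed up after quantile scaling (0.681).

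The homokaryon had 1 library, so its values carry no test of replicates. Against fibroblasts alone, 3 lists had a median difference at percentile 100 (rounded to 0.1) of 10000 random lists: glycolysis and hypoxia genes 0.80, textbook AP-1 targets 0.38 and inflammatory NF-kB genes 0.29. Cholesterol synthesis genes, at -1.36, and contractile and TGF-beta genes, at -0.59, were at percentile 0. Against co-culture, AP-1 family genes had a median of 0.61 at percentile 99.9, inflammatory NF-kB genes of 0.38 at 99.6 and immediate early genes of 0.42 at 97.7. Against the 3 h heterokaryon controls, immediate early genes had a median of -1.15, inflammatory NF-kB genes of -1.48 and textbook AP-1 targets of -0.72, each at percentile 0, and AP-1 family genes of -0.42 at percentile 0.9, while cell cycle genes were at 0.49 (percentile 100) and heat shock genes at 0.33 (96.2).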
